# Deletion of podocyte Rho-associated, coiled-coil-containing protein kinase 2 protects mice from focal segmental glomerulosclerosis

**DOI:** 10.1038/s42003-024-06127-3

**Published:** 2024-04-02

**Authors:** Keiichiro Matoba, Yosuke Nagai, Kensuke Sekiguchi, Shinji Ohashi, Etsuko Mitsuyoshi, Masayuki Shimoda, Toshiaki Tachibana, Daiji Kawanami, Tamotsu Yokota, Kazunori Utsunomiya, Rimei Nishimura

**Keywords:** Focal segmental glomerulosclerosis, RHO signalling

## Abstract

Focal segmental glomerulosclerosis (FSGS) shares podocyte damage as an essential pathological finding. Several mechanisms underlying podocyte injury have been proposed, but many important questions remain. Rho-associated, coiled-coil-containing protein kinase 2 (ROCK2) is a serine/threonine kinase responsible for a wide array of cellular functions. We found that ROCK2 is activated in podocytes of adriamycin (ADR)-induced FSGS mice and cultured podocytes stimulated with ADR. Conditional knockout mice in which the ROCK2 gene was selectively disrupted in podocytes (PR2KO) were resistant to albuminuria, glomerular sclerosis, and podocyte damage induced by ADR injection. In addition, pharmacological intervention for ROCK2 significantly ameliorated podocyte loss and kidney sclerosis in a murine model of FSGS by abrogating profibrotic factors. RNA sequencing of podocytes treated with a ROCK2 inhibitor proved that ROCK2 is a cyclic nucleotide signaling pathway regulator. Our study highlights the potential utility of ROCK2 inhibition as a therapeutic option for FSGS.

## Abstract (web summary)

ROCK2 activation in podocytes contributes to FSGS. Disrupting ROCK2 in podocytes protects against damage, highlighting its potential as a therapeutic target.

## Introduction

Focal segmental glomerulosclerosis (FSGS) is a histologic pattern of glomerular injury with heterogenic causes. Experimental studies have illuminated podocyte injury as a common feature of FSGS that eventually leads to effacement of the foot processes from the surface of the capillaries and impaired glomerular filtration in which larger molecules, such as proteins, pass into the urine. Despite the global health burden, current pharmacological therapies cannot fully prevent or treat podocyte damage, and a number of patients with FSGS still progress toward kidney failure. Achieving a thorough understanding of podocyte biology and kidney care provision is thus becoming increasingly important.

Rho-associated, coiled-coil-containing protein kinase (ROCK) is a ubiquitously expressed serine/threonine kinase that governs a wide range of physiologic or pathologic responses that vary based on the cell lineage and upstream stimulus. For example, ROCK is a regulator of cell migration and motility through modulation of cytoskeletal rearrangement. Recent studies have shown that kidney ROCK activity is elevated in both animal models of diabetes and patients with diabetes^1,2^. Furthermore, the pharmacological suppression of ROCK can prevent or treat diabetic kidney damage by attenuating inflammation and hypoxic reactions^2–4^.

ROCK has two distinct isoforms: ROCK1 and ROCK2. Findings in isoform-specific gene deletion mice argue for the roles of ROCK1 and ROCK2 in the organization of actomyosin bundles and blood coagulation, respectively^5,6^. With respect to the kidney, we previously demonstrated that ROCK1 deletion is protective maintaining the glomerular function by promoting AMP-activated protein kinase-regulated metabolism^7^. In addition, hyperglycemia alters podocyte homeostasis by inducing dynamin-related protein 1-mediated mitochondrial fission through ROCK1, which leads to an abnormal kidney function^8^. In contrast, ROCK2 inhibits peroxisome proliferator-activated receptor α, thereby regulating fatty acid utilization^9^. Furthermore, ROCK2 has been shown to mediate vascular inflammation^10^. However, the role of ROCK2 in FSGS attributed to podocyte damage remains unclear.

To address this question and in turn uncover potential therapeutic targets against FSGS, we investigate the functional aspects of podocyte ROCK2 in vivo and in vitro. ROCK2 is upregulated in ADR-induced glomerular injury, a rodent model of FSGS characterized by podocyte damage followed by glomerulosclerosis, tubulointerstitial inflammation, and fibrosis. We show that ablation of ROCK2 in podocytes prevents podocyte damage and albuminuria induced by ADR injection. In addition, we performed pharmacological intervention for ROCK2 to demonstrate protection against podocyte loss and glomerulosclerosis in ADR-injected mice.

## Results

### Induction of ROCK2 expression in FSGS

To gain insight into the potential role of ROCK2 in FSGS, we first assessed its distribution in kidney cell types using the kidney single-cell RNA sequencing database, Kidney Interactive Transcriptomics (https://humphreyslab.com/SingleCell). As demonstrated in Fig. 1a and b, ROCK2 was distributed in various types of human and murine kidney cells, including podocytes, mesangial cells, endothelial cells, and tubules.

**Fig. 1:**
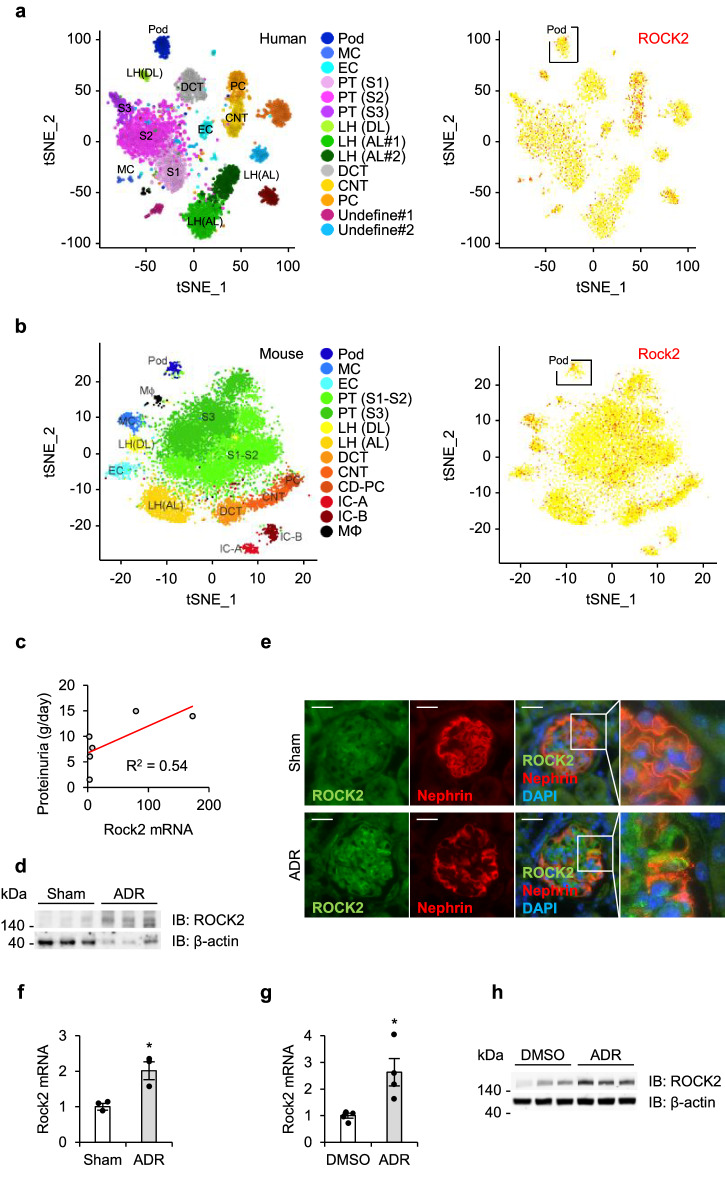
ROCK2 is upregulated in FSGS and in ADR-stimulated podocytes. Renal ROCK2 distribution in human (**a**) and mouse (**b**). Single-cell RNA sequencing data were acquired from the Kidney Interactive Transcriptomics database (https://humphreyslab.com/SingleCell). Pod, podocyte; MC, mesangium; EC, endothelial cells; PT, proximal tubules; LOH (AL), loop of Henle, ascending limb; DCT, distal convoluted tubules; CNT, connecting tubules; PC, principal cells; IC-A, type A intercalated cells; IC-B, type B intercalated cells; tSNE, t-distributed stochastic neighbor embedding. **c** A correlation analysis between glomerular ROCK2 mRNA and urinary protein excretion in patients with FSGS. Hodgin FSGS Glom data obtained from the transcriptomic database Nephroseq (https://www.nephroseq.com) were used. The trendline is shown in red. The R-value was determined by Pearson correlation analysis (*n* = 6). **d** ROCK2 protein abundance in the renal cortex of ADR-injected mice (*n* = 3). **e** Representative immunostaining of ROCK2 (green) and nephrin (red) in the glomerulus of ADR-injected mice. Nuclei were visualized with DAPI (blue). The scale bar on the top left represents 10 μm. **f** The transcript levels of ROCK2 in glomeruli isolated from ADR-injected mice (*n* = 3). **g** The ROCK2 mRNA levels after ADR stimulation in cultured podocytes (*n* = 4). **h** ROCK2 protein levels in ADR-treated podocytes (*n* = 3). *p < 0.05. Data represent the mean ± s.e.m.

We next examined the ROCK2 expression in patients with FSGS and in ADR-induced FSGS mice. As shown in Fig. 1c, transcript datasets obtained from Nephroseq (https://www.nephroseq.org) demonstrated a positive correlation between the glomerular expression of ROCK2 and urinary protein excretion in patients with FSGS, which suggests the association of activated ROCK2 signaling with an abnormal kidney function. In addition, kidney ROCK2 protein levels were elevated in ADR-injected mice compared to vehicle-injected sham mice (Fig. 1d).

We next performed immunohistochemistry on kidney sections of ADR-injected mice to determine the distribution of ROCK2. In ADR-injected mice, ROCK2 was strongly detected in glomerular cells including podocytes (Fig. 1e). Furthermore, glomeruli obtained from these mice exhibited a significant elevation in transcript levels of ROCK2 compared with samples isolated from sham mice (Fig. 1f). We then confirmed the expression of ROCK2 in cultured podocytes stimulated with ADR. The expression of ROCK2 was significantly induced at the mRNA level after ADR exposure (Fig. 1g). Consistent with the transcript levels of ROCK2, its protein expression was elevated following ADR treatment (Fig. 1h). Taken together, these results support the notion that ROCK2 expression is augmented during ADR-induced podocyte injury.

### Effects of podocyte-specific ROCK2 deletion on glomerular integrity and progression of kidney fibrosis in mice

To begin testing for functional links between ROCK2 expression and ADR-induced kidney damage, we crossed Rock2-flox mice with mice expressing Cre recombinase under the control of the Nphs2/Podocin promoter to generate mice with podocyte-specific disruption of ROCK2. Podocyte-specific ROCK2 ablation was confirmed by immunohistochemistry (Supplementary Fig. 1). For our experiments, we used Nphs/Podocin-Cre^+^ Rock2^fl/fl^ mice (PR2KO) and Nphs/Podocin-Cre^-^ Rock2^fl/fl^ (WT) littermates. PR2KO mice were viable, fertile, and without discernable defects in phenotype. To determine the function of podocyte ROCK2 in FSGS, WT and PR2KO mice were administered ADR intravenously (20 mg/kg) 4 weeks before morphological and biochemical analyses (Fig. 2a). Saline-injected mice served as controls. In the setting of ADR nephropathy, the serum creatinine levels tended to be reduced in PR2KO mice compared to WT mice, but this difference was not statistically significant (Fig. 2b). However, the selective ablation of ROCK2 in podocytes resulted in significant prevention of the increase in urinary albumin excretion (Fig. 2c). Kidney sections were then analyzed for histological injuries typically observed in FSGS. In contrast to WT mice, those lacking ROCK2 exclusively in podocytes were completely impervious to glomerular sclerosis (Fig. 2d).

**Fig. 2:**
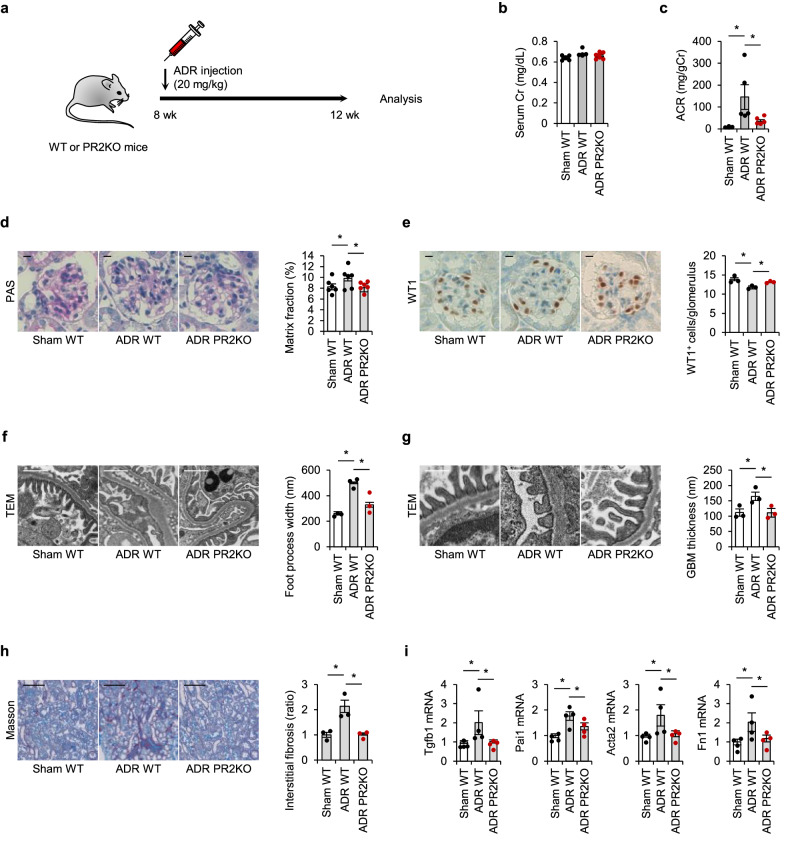
Specific ablation of podocyte ROCK2 prevents FSGS progression in mice. **a** The scheme of the strategy for the generation of ADR mice. **b** Serum creatinine (Cr) levels at 12 weeks of age (*n* = 6, 7). **c** Urinary albumin to creatinine ratio (ACR) in ADR-injected mice (*n* = 7). **d** Representative periodic acid-Schiff (PAS)-stained images of kidney glomeruli from mice. The scale bar on the top left represents 10 μm (*n* = 6). **e** Wilms tumor 1 (WT1) immunostaining and quantification of WT1-positive cells in glomeruli from mice. The scale bar on the top left represents 10 μm (*n* = 3). **f** Foot process width examined by transmission electron microscopy (TEM). The scale bar on the top left represents 1 μm (*n* = 3). **g** GBM thickness assessed by TEM. The scale bar on the top left represents 0.5 μm (*n* = 3). **h** Masson’s trichrome-stained kidney sections. The scale bar on the top left represents 100 μm. Fibrosis volume was quantified as the area stained positive for collagen. **i** The expression levels of fibrosis mediators in the kidney (*n* = 4). *p < 0.05. Data represent the mean ± s.e.m.

We next counted the number of podocytes by investigating WT1-positive cells in glomeruli. As demonstrated in Fig. 2e, healthy glomeruli in sham mice showed uninterrupted WT1 staining. While a significant reduction in podocytes was observed in ADR-injected WT mice, PR2KO mice were protected from the loss of podocytes. The ultrastructure of glomeruli was visualized by TEM. As shown in Fig. 2f and g, TEM micrographs of ADR-injected mice showed widespread foot process effacement and diffuse thickening of GBM. In contrast, PR2KO mice demonstrated a significant reduction in foot process width and GBM thickness in the setting of FSGS.

Because urinary albumin can be reabsorbed in the tubules, leading to tubulointerstitial injury, we investigated whether or not the ablation of ROCK2 in podocytes influenced damage in the tubular compartment. To this end, we quantified the area of interstitial fibrosis in WT mice and PR2KO mice subjected to ADR. As in the glomerulus, tubulointerstitial fibrosis was attenuated in PR2KO mice (Fig. 2h). To discern the molecular mechanisms underlying these beneficial effects of ROCK2 inhibition, we analyzed the gene expression of profibrotic genes in kidney tissues. Concordant with the functional and microscopic data, quantitative PCR of kidney tissue identified the upregulation of Tgfb1, Pai1, Acta2, and Fn1, which encode transforming growth factor β-1, plasminogen activator inhibitor-1, α-smooth muscle actin, and fibronectin-1, respectively. These inductions were significantly prevented in the kidneys of PR2KO mice (Fig. 2i).

Taken together, these findings show that specific deficiency of ROCK2 rescued podocyte damage, and as a consequence, glomeruli and interstitial lesions were protected from sclerotic changes.

### Effects of pharmacological intervention for ROCK2 on kidney damage in ADR-injected mice

As the above results establish the importance of ROCK2 in the progression of FSGS, we next sought to determine the therapeutic effects of ROCK2 blockade.

ADR-injected mice were treated with either SLx-2119, a ROCK2 inhibitor, or vehicle for 2 weeks (Fig. 3a). Treatment with SLx-2119 significantly ameliorated ADR-induced albuminuria compared to vehicle treatment without affecting serum creatinine levels (Fig. 3b, c). Furthermore, glomerular fibrosis was significantly reduced in SLx-2119-administered ADR mice compared with vehicle-treated mice (Fig. 3d). Consistent with the results obtained from PR2KO mice, the loss of glomerular podocytes was attenuated in mice treated with SLx-2119 (Fig. 3e). The ultrastructures of podocytes (Fig. 3f) and GBM (Fig. 3g) were also protected from ADR injury in these mice. As demonstrated in Fig. 3h, tubulointerstitial fibrosis was significantly inhibited by the pharmacological intervention for ROCK2.

**Fig. 3:**
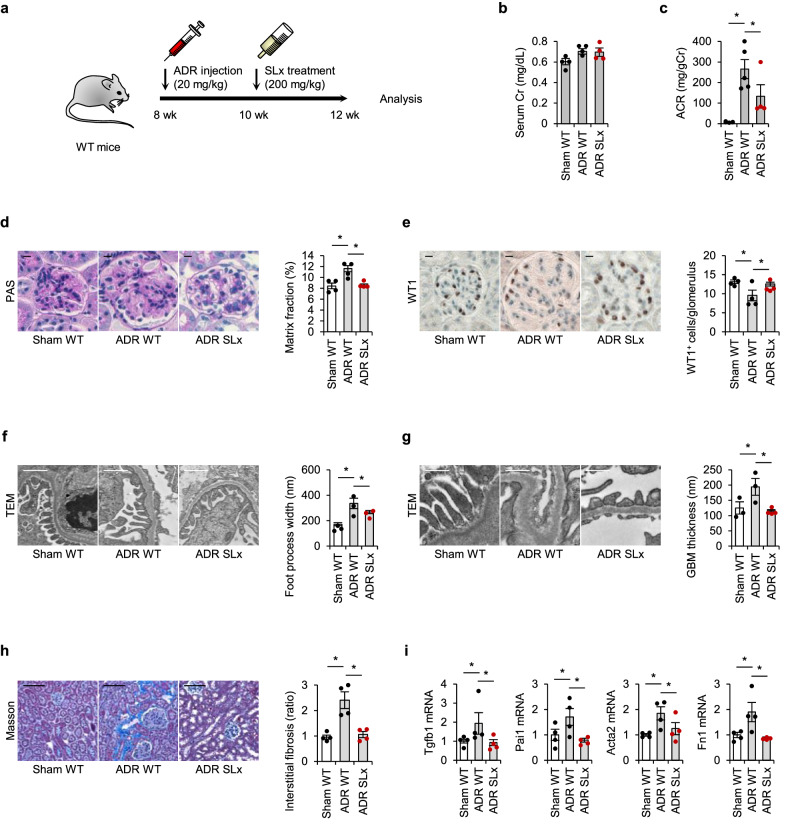
Pharmacological inhibition of ROCK2 alleviates ADR-induced podocytopathy in mice. **a** The intervention scheme that was used to treat ADR mice. **b** Serum Cr levels at 12 weeks of age (*n* = 4). **c** Urinary ACR in ADR-injected mice (*n* = 4-5). **d** Representative PAS-stained images of kidney glomeruli from mice. The scale bar on the top left represents 10 mm (*n* = 4). **e** WT1 immunostaining and quantification of WT1-positive cells in glomeruli from mice. The scale bar on the top left represents 10 μm (*n* = 4). **f** Foot process width examined by TEM. The scale bar on the top left represents 1 μm (*n* = 3, 4). **g** GBM thickness assessed by TEM. The scale bar on the top left represents 0.5 μm (*n* = 3, 4). **h** Masson’s trichrome-stained kidney sections. The scale bar on the top left represents 100 μm. Fibrosis volume was quantified as the area stained positive for collagen (*n* = 4). **i** The transcript levels of fibrotic markers in the kidney (*n* = 4). *p < 0.05. Data represent the mean ± s.e.m.

To analyze the downstream effects of podocyte ROCK2 on fibrosis mediators, we measured the mRNA expression of a panel of factors relevant to kidney fibrosis by quantitative PCR (Fig. 3i). We found that SLx-2119 treatment significantly suppressed the induction of profibrotic genes in the kidney (Fig. 3i). Taken together, these findings indicate that pharmacological ROCK2 inhibition can attenuate kidney histological and functional damage by, at least in part, suppressing fibrotic regulators in the ADR-induced mouse model.

### Role of ROCK2 in cyclic nucleotide signaling pathways

As a complementary approach, we next investigated the molecular basis by which ROCK2 blockade provides protective actions on podocytes.

As shown in Fig. 4a, transcriptomic profiles were assessed in ADR-stimulated podocytes. 

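E11 podocytes, a conditionally immortalized murine line, were propagated at 33 °C with 10 U/mL interferon-γ and differentiated at 37 °C for 10 to 14 days without it. One condition was treated with vehicle (DMSO) and the other with SLx-2119, a selective ROCK2 inhibitor also known as KD025 or belumosudil. The series holds 1 sample of each, whereas the paper describes all its experiments as biologically replicated. Whether RNA of several cultures was pooled is not stated in the paper. The paper states that these podocytes were stimulated with ADR, whereas the sample labels name only DMSO and SLx. The dose and duration of SLx-2119 for the sequenced podocytes are not given in the paper's text. Each condition has 1 library, so no difference between these libraries has a replicate check within the sequencing data. The authors' deposited table lists 18487 genes with read counts, FPKM and TPM, each gene having at least 1 count in both libraries. The submitters' processing notes name HISAT2 and the mm10 build. The counts sum to 45651109 in the vehicle library and 45907964 in the SLx-2119 library, and 2925 and 2819 genes, respectively, had fewer than 10 counts. The mitochondrial gene COX1 took the largest share of the counts, at 1.93% and 1.95%. From the counts, the ratio of SLx-2119 to vehicle was computed per gene after scaling by edgeR's TMM factors of 0.985 and 1.02. The 16963 genes with at least 10 counts in the sum of both libraries were kept. A gene was taken as at least 2-fold higher or lower when its ratio passed 2-fold and the exact 95% Clopper-Pearson interval of the ratio excluded no change. These intervals cover counting error only, and they compare the 2 libraries, not the 2 conditions.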

The criteria for the detection of differentially expressed genes in this experiment were an absolute fold-change value of > 2 and high statistical significance (*p* value < 0.05). We found that 412 mRNAs were significantly upregulated, while 239 mRNAs were downregulated in ROCK2-inhibited podocytes (Fig. 4b, c). 

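In the SLx-2119 library 319 of the 16963 genes were at least 2-fold higher and 230 were at least 2-fold lower than in the vehicle library. The lowest ratio among genes with at least 100 counts was that of Txnip, which encodes thioredoxin-interacting protein, a brake on glucose uptake. Txnip had 25269 counts with vehicle and 1565 with SLx-2119, a log2 fold change of −4.06 (95% counting interval −4.14 to −3.99). Arrdc4, an α-arrestin related to Txnip, had a log2 fold change of −2.67 (−2.89 to −2.45). The contractile genes Acta2, which encodes smooth muscle actin, and Tagln, which encodes transgelin, were lower, with log2 fold changes of −1.96 (−2.02 to −1.90) and −1.65 (−1.72 to −1.59). The transcription factor gene Creb5 and the transporter gene Abcc3 were lower by the same rule, at −1.65 and −1.66. Among the genes with the highest ratios were Nr4a3, an orphan nuclear receptor, at 2.80 (2.07 to 3.63), Fosl1, a member of the AP-1 transcription factor family, at 2.47 (1.85 to 3.15), and the chemokine gene Cxcl10 at 2.03 (51 and 216 counts). Dcdc2a, which encodes a doublecortin domain protein, had a log2 fold change of 1.99 (43 and 177 counts). The transcripts of both kinases differed little, with log2 fold changes of −0.03 for Rock2 (11213 and 11398 counts) and 0.06 for Rock1 (7226 and 7823 counts).
Several of the largest ratios belong to genes that overlap others, so that their reads cannot be told apart with certainty. Gm44502, at −3.78, lies across Cpt1b and Chkb on chromosome 15, and the summed counts of the overlapping genes gave 0.16 (0.062 to 0.25). Gm38431, at −3.05, lies across Fdx2 and Raver1 on chromosome 9, with a sum at −0.17 (−0.23 to −0.12). Htd2, a mitochondrial fatty acid synthesis gene that shares its locus with Rpp14, was at 3.60, and the sum at 0.25 (0.11 to 0.38). Gm28913, which overlaps Ikbke and Rassf5, was at 2.96, and the sum at 0.16 (0.074 to 0.24). Fosl1 overlaps Ccdc85b, which had 1812 and 1724 counts. Txnip overlaps Gm15441, and the counts of both genes together gave −4.05 (−4.12 to −3.98). For Gm28913 the authors' deposited TPM gave 1.09. The noncoding genes Gm35546 and 1600027J07Rik were at −2.10 and −1.83. Of the 549 genes past the rule, 401 had fewer than 100 counts in both libraries together. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, 39 genes were higher and 20 lower at an unadjusted p under 0.05.

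**Figure D1:**
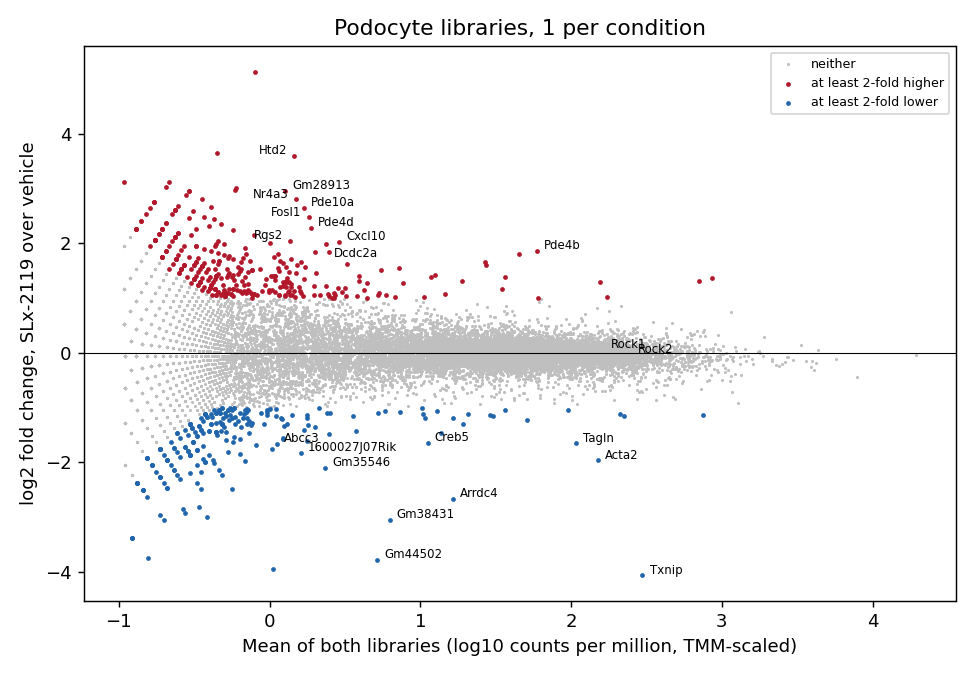
Log2 fold change of SLx-2119 over vehicle (vertical axis) against the mean expression of both libraries in log10 CPM (horizontal axis) for the 16963 genes tested, 1 point per gene. Red points are the 319 genes at least 2-fold higher and blue points the 230 at least 2-fold lower; Txnip lies lowest of the labelled genes, and Rock1 and Rock2 lie near 0.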

When a gene enrichment analysis was used to identify key pathways driving these transcriptional changes, the top differentially expressed pathways in these cells included the cyclic GMP (cGMP)-dependent protein kinase (PKG) and cyclic AMP (cAMP) signaling pathways (Fig. 4d). 

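A list of 168 genes of cGMP-PKG signaling was written from memory before the data were examined, and 110 were measured. Of these 110, 3 were at least 2-fold higher in the SLx-2119 library, 9 were at least 2-fold lower and 98 were neither. The higher genes were Rgs2, the bradykinin receptor gene Bdkrb2 at a log2 fold change of 3.01 (95% counting interval 1.78 to 4.52) and the transcription factor gene Mef2b at 5.14 (3.23 to 8.21), which had 2 and 73 counts and shares its locus with Gm45929; the summed counts of both, 61 and 171, gave 1.44 (1.01 to 1.88). The lower genes included Nppa, which encodes atrial natriuretic peptide, at −1.35 (−1.84 to −0.87), the myosin light chain gene Myl9 at −1.76 (−2.52 to −1.06) and the calcium pump gene Atp2b4 at −1.33 (−1.96 to −0.73). Cngb1, Irs4, Plcb1, Calml4 and Slc8a2 were also lower, as was Creb5. The intervals of Plcb1 (19 and 7 counts) and Slc8a2 (28 and 14 counts) came close to no change, at −2.99 to −0.18 and −2.09 to −0.078. Of 122 measured genes of cAMP signaling, from 209 listed in the same way, 4 were higher, 6 were lower and 112 were neither. The higher genes were the phosphodiesterase genes Pde10a, Pde4d and Pde4b, whose products break down cyclic nucleotides, and Gli1, a transcription factor of hedgehog signaling, at 2.04 (0.90 to 3.36). The lower genes were Cngb1, Myl9, Creb5, Nppa, Atp2b4 and Vav3. Vav3, with 29 and 15 counts, lay at the threshold, and its fold change in the authors' deposited table, −1.9952, falls short of 2-fold. Pde4b was the most abundant of the 3 phosphodiesterase genes, with 1149 counts in the vehicle library and 4338 in the SLx-2119 library, a log2 fold change of 1.87 (1.77 to 1.96). Pde10a was at 2.64 (1.97 to 3.38) and Pde4d at 2.28 (1.70 to 2.91), the latter at 3.29 from the authors' deposited TPM. Among 34 cyclases, phosphodiesterases, kinases and receptors of cyclic nucleotides, these 3 genes were higher and Prkar1b, a regulatory subunit of protein kinase A with 15 and 2 counts, was lower at −2.96 (−6.13 to −0.85). Of 30 target genes of CREB, the transcription factor that cAMP activates, 9 were higher and none was lower, and 11 of the 30 had a log2 fold change below 0. The higher ones included Nr4a3, Dio2 at 2.27 (0.45 to 4.70), Pde10a and Pde4d. Pde10a, Pde4d, Pde4b and Rgs2 are also among the higher genes of the lists above, so the CREB targets are not a separate readout.
The number of lower genes in the cGMP-PKG list was matched or exceeded in 0.01% of 10000 random lists of the same size and expression, and its number of higher genes in 27.2%. For the cAMP list these shares were 0.18% for lower and 10.8% for higher genes. All lower genes of the cAMP list except Vav3 are also lower genes of the cGMP-PKG list, so the shares for lower genes are not separate results. The median log2 fold change was −0.0059 over the cGMP-PKG list, at percentile 68.7 of the random medians, and −0.09 over the cAMP list, at percentile 0.03. With total counts in place of TMM, a constant shift of all genes, the medians were 0.037 and −0.047. The sign of the cGMP-PKG median thus depends on the scaling, while its percentile stayed at 68.7. For the CREB targets the number of higher genes was reached in 0 of the random lists. These percentiles describe the 2 libraries only. With an assumed biological coefficient of variation of 0.4, 3 higher genes and 1 lower gene were called in each of the 2 lists. As many higher genes were then found in 0.11% of random lists for cGMP-PKG and 0.17% for cAMP, and as many lower genes in 11.4% and 13.0%. The 0.11% rests in part on Mef2b, which shares its locus with Gm45929 and is therefore uncertain. Of the CREB targets 5 were then called higher. From its enrichment analysis of the regulated genes, the paper states that the cGMP-PKG and cAMP pathways were among the leading pathways (Fig. 4d), and it proposes that ROCK2 inhibition acts on podocytes through cyclic nucleotide signaling. That enrichment was not rerun, and the shares above rest on other gene lists, so they do not test it.

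**Figure D2:**
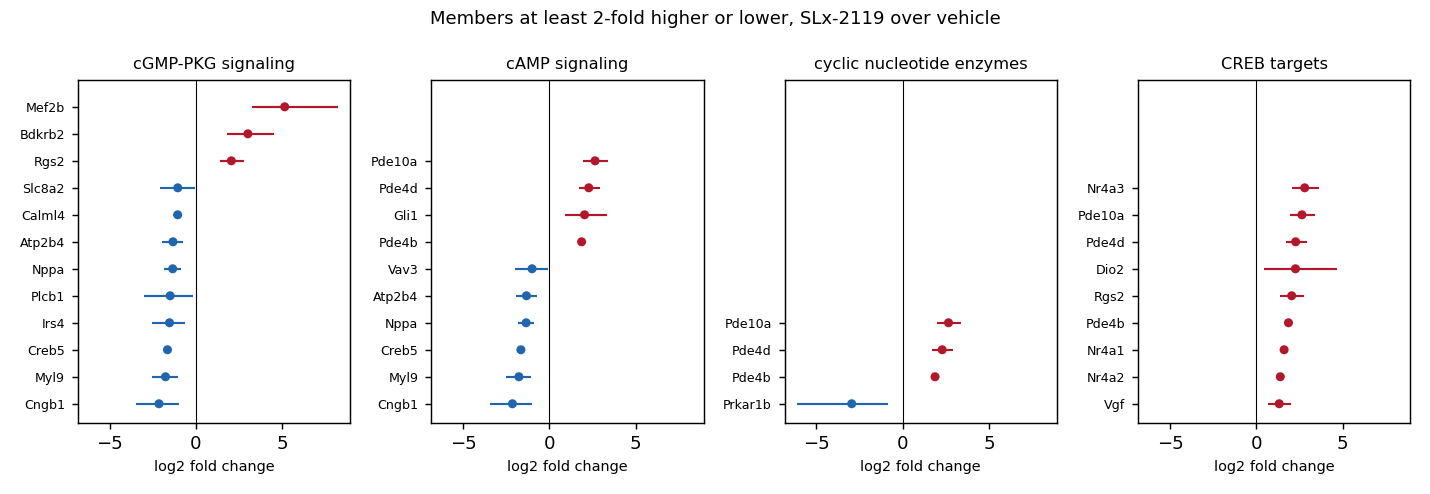
Log2 fold change of SLx-2119 over vehicle (horizontal axis) for the members of 4 gene lists that were at least 2-fold higher (red) or lower (blue), 1 gene per line. Bars are exact 95% counting intervals; 3 members of the cGMP-PKG list lie above 0 and 9 below it, while the 9 CREB targets lie above 0.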

The upregulated genes involved in cyclic nucleotide signaling included the gene encoding regulator of G protein signaling 2 (RGS2), which prevents the progression of kidney fibrosis^11^. 

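Rgs2 lies on chromosome 1 of mm10 from 143999338 to 144004149. It had 24 counts in the vehicle library and 103 in the SLx-2119 library, which is 4.14-fold higher after scaling, a log2 fold change of 2.05 (95% counting interval 1.40 to 2.76). Its level was low in both, at a TPM of 0.436 with vehicle and 1.92 with SLx-2119 as the authors calculated it. Among the genes with at least 100 counts and an interval that excludes no change, Rgs2 had the 7th highest ratio. The authors' deposited table gives a fold change of 4.13. In the paper's quantitative PCR of vehicle- and SLx-2119-treated podocytes (Fig. 4e), the values of Supplementary Data 1 give a mean of 1.00 ± 0.194 (SD, n = 3) with vehicle and 4.54 ± 0.942 (SD, n = 3) with SLx-2119. Those values are relative to β-actin, and relative to Actb, which was 1.89-fold lower in the SLx-2119 library, Rgs2 was 7.83-fold higher in these libraries (95% counting interval 4.98 to 12.8). The paper does not say whether the podocytes of Fig. 4e were stimulated with ADR, as it states for the sequenced ones.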

Induction of RGS2 was confirmed by quantitative PCR in podocytes treated with ROCK2 inhibitor (Fig. 4e), siRNA against ROCK2 (Fig. 4f), and primary podocytes obtained from PR2KO mice (Fig. 4g). The protein levels of RGS2 were analyzed using ELISA. The results in Fig. 4h demonstrate that RGS2 protein levels increased with SLx treatment under ADR-stimulated conditions. However, kidney tissue samples did not yield similar results (Fig. 4i). These findings suggest that ROCK2-mediated regulation of RGS2 may be restricted to podocytes. To assess the role of RGS2 in mediating ROCK2’s function, we next conducted a TUNEL assay under ADR-stimulated conditions. As demonstrated in Fig. 4j, the number of TUNEL-positive cells was decreased by the treatment of SLx. However, the protective action of ROCK2 inhibition was partially canceled by the treatment of siRNA against RGS2. These data support the idea that the beneficial actions of ROCK2 inhibition are dependent, at least in part, on RGS2 upregulation. Of the molecules selectively regulated by ROCK2, genome-scale integrated analysis of gene networks in tissues (GIANT) indicated that cadherin 13 (CDH13) provided the strongest predicted functional connection between ROCK2 and RGS2 selectively in podocytes (Fig. 4g).

**Fig. 4:**
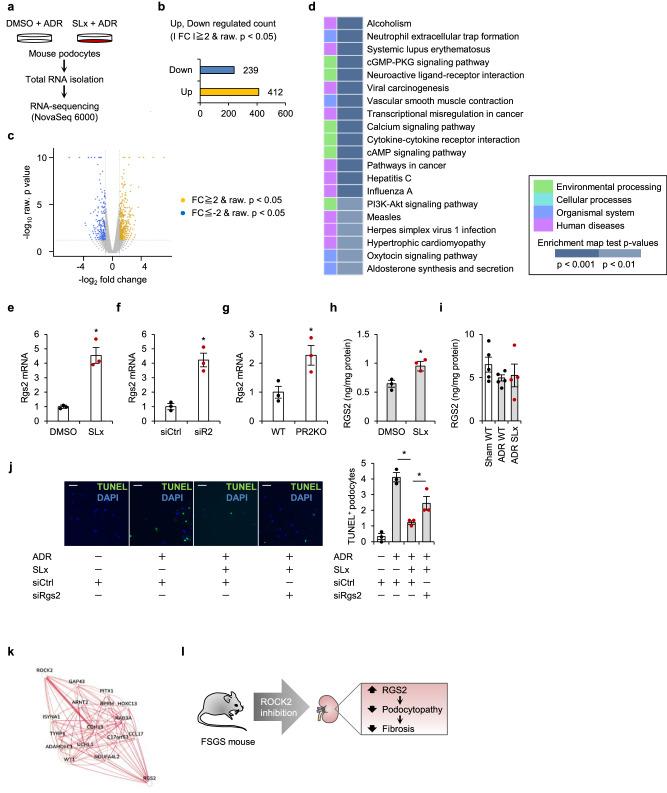
ROCK2 modulates the cGMP pathway. **a** The experimental protocol to prepare samples for high throughput RNA-sequencing. Cultured podocytes were treated with vehicle (DMSO) or ROCK2 inhibitor (SLx-2119). The number of regulated genes (**b**) and a volcano plot (**c**) of differentially expressed genes in podocytes based on log (fold change) > 2 with adjusted p < 0.05. **d** Results of a gene-set enrichment analysis (*p* value top 20). FC, fold change. **e** Rgs2 expression lev**e**ls in podocytes treated with vehicle (DMSO) or SLx-2119 (*n* = 3). **f** Podocytes were transfected with control siRNA (siCtrl) or ROCK2 siRNA (siR2) to investigate Rgs2 mRNA levels (*n* = 3). **g** Rgs2 mRNA levels in primary podocytes (*n* = 3). **h** RGS2 protei*n* levels in ADR-stimulated podocytes. **i** RGS2 protein levels in the kidney of SLx-treated mice (*n* = 4, 5). **j** Representative microphotographs and the quantification of TUNEL-positive apoptotic podocytes. Podocytes were pretreated with siRNA against RGS2 before stimulation with ADR. The scale bar on the top left represents 50 μm (*n* = 3). **k** Functional network demonstrating the relationship between ROCK2 and RGS2 in podocytes (https://hb.flatironinstitute.org/; maximum number of genes, 15). **l** A schematic summary of key findings. In the setting of FSGS, podocyte ROCK2 is upregulated with proteinuria. ROCK2 inhibition prevents the loss of podocytes by recovering RGS2 signaling. *p < 0.05. Data represent the mean ± s.e.m.

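Of the genes past a log2 fold change of 2, Txnip, Arrdc4, Gm44502, Gm38431 and Gm35546 were lower and Htd2, Gm28913, Nr4a3, Pde10a, Fosl1, Pde4d, Rgs2 and Cxcl10 were higher in the SLx-2119 library among the genes with the largest ratios and at least 100 counts. Each of these has an adjusted p under 0.05 in the authors' deposited table, that of Rgs2 being 1.82e-05. In the authors' deposited table 26 genes are higher and 14 lower at a log2 fold change over 2 and an adjusted p under 0.05. At a fold change of at least 2 and an adjusted p under 0.05, the authors' deposited table holds 115 higher and 58 lower genes. With an unadjusted p under 0.05, as in the heading of Fig. 4b, the numbers in the authors' deposited table are 317 and 198. A test between 2 single libraries needs an assumed spread, and edgeR's exact test with TMM scaling and an assumed biological coefficient of variation of 0.1 gave log10 p-values that differed from the deposited ones by at most 5.6e-06. Over the 16963 genes kept here, this test with Benjamini-Hochberg adjustment called 28 genes higher and 14 lower at a log2 fold change over 2. With an assumed coefficient of 0.2 it called 11 and 6, and with 0.4 it called 0 and 0.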

## Discussion

Podocytes are highly specialized epithelial cells that cover the outer layer of the GBM. Since the podocyte loss is a major determinant of both experimental and human FSGS^12,13^, the identification of potential therapeutic targets for preventing podocyte damage has clinical importance for the treatment of FSGS. Using genetic and biochemical approaches, we identified ROCK2 as an important mediator of albuminuria in a murine model of FSGS. We have now provided proof of concept that ROCK2 inhibition attenuated glomerular sclerosis, GBM abnormalities, and subsequent tubulointerstitial fibrosis.

In the present study, we showed that podocyte ROCK2, the expression of which is increased under ADR-stimulated conditions, is a key mediator of histological and functional abnormalities in FSGS. In earlier loss-of-function studies, we demonstrated the crucial roles of ROCK2 in podocyte health in several proteinuric kidney disease models (i.e. diabetic nephropathy, obesity-induced glomerulopathy). In addition, ROCK2 inhibition has been shown to be protective against tubulointerstitial fibrosis in a unilateral ureteral obstruction model^14^. When considered alongside these previous observations, the current work implicates ROCK2 as a key molecule for the development of a wide range of kidney diseases and thus adds important public health-related findings.

Given the importance of ROCK2 in the podocyte function, elucidating the upstream stimuli governing its gene expression and activation is of particular interest. Our data indicate that ROCK2 gene expression is upregulated in human and murine models of FSGS. However, the mechanism regulating the elevation of ROCK2 in FSGS remains unclear. Several circulating factors have been considered pathogenic feed-forward enhancers of ROCK2 in FSGS because these have been detected in the sera of patients and experimental models of FSGS^15^. Among these, Hiroki et al. demonstrated that inflammatory stimuli (e.g., angiotensin II, interleukins) increase ROCK2 expression at both mRNA and protein levels^16^.

Inflammatory cytokines and transforming growth factor β have been shown to upregulate ROCK2 function as evaluated by the extent of a substrate of ROCK2^17^. In addition, ROCK2 can be activated by cleavage of the auto-inhibitory C-terminus, mediated by caspase 2 or granzyme B^18,19^. Of note, ROCK2 expression and activity were found to be related^16^ and regulated by the peripheral clock gene BMAL1^20^. BMAL1 directly binds to the promoter of ROCK2 in a time-of-day-dependent manner, thereby modulating the time-of-day variation in ROCK2 activity; however, evidence is scant, so further research is needed.

The breadth of our approach, including the analysis of podocyte-specific ROCK2 deletion models in the context of ADR injury, is a strength of this study, which yielded several clear findings. We found ROCK2 signaling inhibition to be sufficient to prevent or attenuate podocyte loss, along with interstitial fibrosis. However, several studies have provided compelling evidence supporting the importance of the ROCK1 isoform in podocytes under physiological or pathological conditions. For instance, ROCK1 has been shown to regulate mitochondrial dynamics in podocytes^8^. Previous work from our group has shown that ROCK1 regulates AMP-activated protein kinase-mediated fatty acid metabolism. These studies indicate essential roles of ROCK in mediating the kidney function and structure; however, the fundamental question is whether or not inhibition of both ROCK isoforms provides additional benefits for proteinuric kidney disease. Future studies aimed at elucidating the interdependency between ROCK1 and ROCK2, through the generation of compound mutant models, will therefore prove beneficial.

The present findings will further expand our current understanding of the role of ROCK2 in podocyte biology. Several attempts have been made to explain the evolution from ROCK2 activation to progressive podocyte injury. In this study, we proposed that the molecular mechanism behind the effect of ROCK2 inhibition on the regulation of podocyte injury is most likely related to its ability to modulate cyclic nucleotide signaling, a mechanism implicated in the pathogenesis of kidney fibrosis. Our mechanistic investigations exploring the ROCK2-cyclic nucleotide signaling axis are in agreement with a recent observation showing antifibrotic effects of cGMP activation in unilateral ureteral obstruction models^21^. In addition, a large body of literature has reported drugs that elevate the cellular concentration of cGMP to inhibit kidney fibrosis. One gene that stood out as selectively upregulated in podocytes treated with ROCK2 inhibitor was RGS2, which is activated by PKG. 

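Of 8 measured genes for regulators of G protein signaling, which speed the switching off of G protein α subunits, Rgs2 was at least 2-fold higher in the SLx-2119 library. Rgs22 was lower, with 49 and 13 counts and a log2 fold change of −1.97 (95% counting interval −2.97 to −1.06), and the other 6 were neither. The family's median log2 fold change was −0.11. With an assumed biological coefficient of variation of 0.4 in edgeR's exact test, Rgs2 was still called higher by an unadjusted p under 0.05, while 0 members were called lower.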

Consistent with these findings, RGS2 deficiency has been demonstrated to accelerate kidney inflammation and fibrosis in unilateral ureteral obstruction models^11^. The GIANT indicated CDH13 as a mediator of ROCK2-dependent regulation of RGS2; however, whether or not the observed mechanism is due to the direct actions of ROCK2 remains unclear.

The present study showed that glomerular podocytes highly expressed ROCK2 in the setting of FSGS. Furthermore, we found that the genetic deletion of ROCK2 in podocytes prevented histological and functional abnormalities in FSGS mice. This finding prompted us to test whether or not pharmacological intervention for ROCK2 could attenuate kidney abnormalities seen in FSGS. Chemical inhibition of ROCK2 rescued podocyte damage and in turn kidney fibrosis. In addition to the known beneficial effects of ROCK2 inhibition in diabetic nephropathy and a unilateral ureteral obstruction model^14,17^, this study identified novel effects on FSGS. Experiments using selective ROCK2 inhibitors in rodent models of kidney disease generally have preventive actions on the disease process, including reducing albuminuria and mesangial sclerosis, as well as decreasing GBM thickness. Thus, ROCK2 appeared to be a comprehensive therapeutic target for preventing or curing an abnormal kidney function, regardless of the etiology.

With respect to translating experimental findings into clinical trials, the therapeutic benefits of ROCK2 inhibition must be carefully weighed against the potential risk of toxicity. However, it should be noted that the safety and feasibility of ROCK2 inhibition in humans has already been established with belumosudil, an orally available selective ROCK2 inhibitor, in patients with chronic graft-versus-host disease^22^. In addition, clinical trials with ROCK2 inhibitors targeting diffuse cutaneous systemic sclerosis are ongoing^23^. Further trials involving ROCK2 inhibitors with the goal of reducing the risk of an abnormal kidney function and death would engender additional confidence.

We acknowledge the limitation of the mouse background used in this study. In general, C57/BL6 mice are considered resistant to ADR-induced kidney injury as indicated by serum creatinine levels in our study. The serum levels of creatinine tended to be increased by ADR injection, but this increase was not statistically significant, which is consistent with a previous report^24^. An additional issue we could not dissect was the biological significance of ROCK2 as a regulator of chronic kidney disease due to other causes, such as hypertension, immune dysregulation, and others (e.g. nonproteinuric kidney disease). Because ROCK2 is expressed in a broad range of kidney cells, further studies using other models of glomerular and tubular disease are warranted. In addition, how podocyte damage evolves into progressive glomerular diseases remains unclear. These limitations should be considered when interpreting the findings of this study.

In conclusion, the present study demonstrates that podocyte ROCK2 is activated in the context of FSGS. Furthermore, genetic and pharmacological inhibition of ROCK2 significantly attenuated albuminuria and histological abnormalities in ADR-induced nephropathy. Our work sheds light on the molecular regulation of podocyte damage and provides a more complete understanding of ROCK2 as an orchestrator of kidney homeostasis.

## Methods

### Mice

Podocyte-specific ROCK2 knockout (PR2KO) mice were created on C57BL/6 background by mating the Rock2^flox/flox^ line with Nphs2-Cre mice obtained from The Jackson Laboratory. Rock2^flox/flox^ mice were generated by transgenic insertion of the LoxP site flanking exon 3 of the Rock2 gene and maintained at our facilities. Mice were kept in a temperature-controlled facility at 22 °C on a daily 12-h light/dark schedule and fed tap water and standard chow *ad libitum*.

In the first set of experiments, a single dose of 20 mg/kg doxorubicin hydrochloride (#D1515; Merck KGaA, Darmstadt, Germany) or vehicle (0.9% NaCl) was injected into the tail vein of 8-week-old male wild-type (WT) or PR2KO mice to induce ADR nephropathy. It has been suggested that C57BL mice are resistant to ADR-induced kidney damage but tissue injury is inducible at higher doses (13–25 mg/kg)^25–27^ than those required in BALB/c mice. In the second set of experiments, 6-week-old male C57BL/6J mice were randomly divided into 3 experimental groups as follows: (1) vehicle; (2) ADR + vehicle; and (3) ADR + SLx-2119. ADR dissolved in 0.9% NaCl was injected intravenously once 2 weeks before SLx-2119 treatment. SLx-2119 (100 mg/kg) was administered every 12 h via orogastric gavage for 2 weeks. Significant inhibition of kidney ROCK2 activity was confirmed at this concentration in mice as previously demonstrated^17^. At 12 weeks old, serum and urine samples were collected from individual mice under isoflurane anesthesia. Kidney tissues were snap-frozen in liquid nitrogen and stored at –80 °C. The mice were observed at least once daily for signs of illness. Any signs of illness including lethargy, rapid breathing, skin discoloration, and paresis were reported in this study.

Studies dealing with animal use were conducted under protocols approved by the Committee on Ethical Animal Care and Use of the Jikei University School of Medicine.

### Histology

Kidney samples obtained from mice were fixed overnight in 10% buffered formalin and embedded in paraffin. Sections 3 μm in thickness were stained with periodic acid-Schiff for microscopic evaluations. Glomerular and mesangial areas were analyzed in 20 glomeruli per section. The area was quantified by the ImageJ software program (National Institutes of Health, Bethesda, MD). Kidney tissues were processed for Masson’s trichrome staining to detect the levels of collagen deposition in the kidneys. Photographs were taken in 10 randomly selected areas with an EVOS M5000 Imaging System (Invitrogen, Waltham, MA). The extent of interstitial and perivascular fibrosis in kidney sections was quantified by the ImageJ software program. Data are expressed as the ratio of stained area per total tissue area.

For immunofluorescence, 3-μm-thick paraffin-embedded sections were deparaffinized and subjected to antigen retrieval in citrate buffer. The sections were stained with an anti-ROCK2 antibody (#ab71598; Abcam, Cambridge, UK) and an anti-nephrin antibody (#BP5030; OriGene, Rockville, MD). To determine the loss of glomerular podocytes, the sections were stained with Wilms’ tumor 1 (WT1) antibody (#ab89901; Abcam), and the number of positive cells was counted at least in 20 glomeruli for each mouse.

### Cell culture

No cell lines used in this study were found in the database of commonly misidentified cell lines that is maintained by ICLAC and NCBI BioSample. A conditionally immortalized murine podocyte cell line (E11) was obtained from Cell Line Services, but was not further authenticated after purchase. Mycoplasma-free E11 podocytes were propagated in 10 U/mL murine interferon-γ at 33 °C and then differentiated by culture for 10-14 days at 37 °C in the absence of interferon-γ^28^. ROCK2 knockdown podocytes were established by incubating cells with siRNA as described previously^9^. ROCK2 deletion did not affect the expression levels of ROCK1 in podocytes (Supplementary Fig. 2).

### Glomerular isolation

Mouse glomeruli were isolated as described elsewhere^17^. In brief, mice were perfused through the heart with magnetic Dynabeads (Invitrogen). After perfusion, the kidneys were removed, minced into small pieces, and digested by collagenase A in Hanks’ balanced salt solution buffer. The digested tissue was then filtered through 100-μm and 70-µm cell strainers. Glomeruli containing Dynabeads were collected using a magnet.

### Primary culture of murine podocytes

Podocyte isolation was performed as previously described^28^. After removing erythrocytes with ammonium chloride potassium lysis buffer and depleting endothelial cells with CD31 antibody (#102504; Biolegend, San Diego, CA, USA), nephrin-positive cells were isolated from minced mouse kidneys using magnet-activated cell sorting with nephrin antibody (#PA5-25932; Thermo Fisher Scientific, Waltham, MA, USA).

### RNA isolation, quantitative real-time polymerase chain reaction (PCR), and RNA sequencing

Total RNA was prepared from kidney tissues and cultured podocytes using TRIzol reagent (Invitrogen). Next, 1 µg of total RNA was reverse-transcribed using the iScript RT Reagent Kit (Bio-Rad, Hercules, CA). To analyze the mRNA expression, real-time quantitative PCR was performed using the Thermal Cycler Dice Real Time System TP800 (Takara Bio, Shiga, Japan) with SYBR Green I fluorescence signals. The transcript levels of genes were normalized to β-actin and expressed as levels relative to the control. The primer sequences utilized for PCR are presented in Supplemental Table 1. RNA sequencing was performed by the Illumina NovaSeq6000 platform by Macrogen (Seoul, Korea).

### Protein analyses

ROCK2 protein abundance was detected by Western blot analyses as described previously^9^. The primary antibodies used were anti-ROCK2 antibody (#ab71598; Abcam) and anti-β-actin antibody (#sc-47778; Santa Cruz Biotechnology). The molecular size estimation was performed by referencing size markers present on the membrane during the experiment. RGS2 protein levels were measured using ELISA kit (#abx542128; Abbexa, Cambridge, UK).

### Transmission electron microscopy (TEM)

Kidney samples were fixed with 2% glutaraldehyde in 0.1 M phosphate buffer overnight at 4 °C and processed at the Electron Microscopy Facility at The Jikei University School of Medicine. The specimens were then postfixed with 1% osmium tetroxide in the same buffer at 4 °C for 2 h. Dehydration was performed using a graded series of ethanol washes, and then the sample was placed in propylene oxide and embedded in Epok 812 (Oken, Tokyo, Japan). Ultrathin sections were prepared with a diamond knife, and stained with uranium acetate and lead citrate. The sections were analyzed by a pathologist with a JEM-1400 Plus transmission electron microscope (JEOL, Tokyo, Japan) at 100 kV. Foot process width and glomerular basement membrane (GBM) thickness were examined in 20 positions of each mouse using the ImageJ software program. The foot process was defined as any connected epithelial segment butting on GBM between two neighboring filtration pores or slits. The GBM thickness was determined as the distance between the outer limit of the endothelium and the cell membrane of the podocyte foot process.

### Statistics and reproducibility

For each animal, different investigators were involved. An investigator administered ADR or SLx-2119. This investigator was the only person aware of the treatment group allocation. Other investigators were unaware of the treatment. Confounders were not controlled as experiments were processed randomly and individually. The sample size was determined based on the literature^2^. No data were excluded from the analysis. All experiments were performed in at least three biological replicates (see figure legends), and results are represented as the mean ± standard error of the mean (n as indicated in the figure legends). Statistical evaluations of two groups were performed by a two-tailed Student’s *t*-test. Data involving more than two groups were evaluated by an analysis of variance and Bonferroni’s post hoc correction. Pearson’s correlation was used to analyze the associations between ROCK2 levels and urinary protein excretion. A value of *p* < 0.05 was considered to be statistically significant.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Peer review file

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

Numerical source data for graphs in the manuscript can be found in Supplementary Data 1 file. RNA sequencing data are available at NCBI database under GSE262013.

# Supplementary material for: Deletion of podocyte Rho-associated, coiled-coil-containing protein kinase 2 protects mice from focal segmental glomerulosclerosis
**Source:** Commun Biol. 2024 Apr 2;7:402. doi: 10.1038/s42003-024-06127-3
**Supplement:** Supplementary file 2 — Supplementary Information

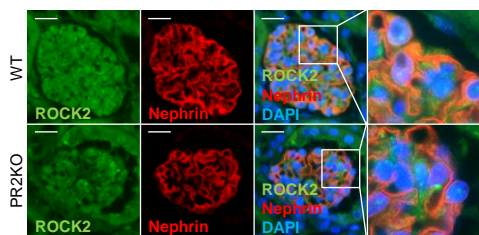

Supplementary Fig. 1: Generation of podocyte-specific ROCK2-knockout mice. Immunolabeling of ROCK2 and the expression of nephryn in kidney sections obtained from WT and PR2KO mice. The scale bar at the left top represents 10 μ m.

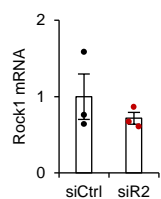

Supplementary Fig. 2: Characterization of ROCK2-deficient podocytes. The mRNA levels of ROCK1 in podocytes treated with siRNA against ROCK2 ($n = 3$). Data represent the mean $\pm$ s.e.m.

Fig. 1c

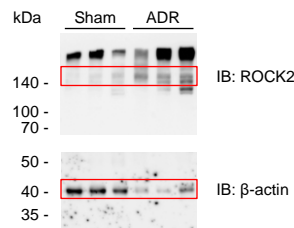

Fig. 1g

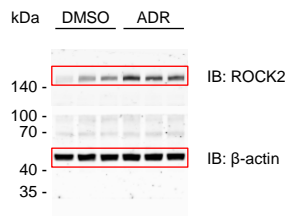

Supplementary Fig. 3: Unedited images. Unprocessed blot for Fig. 1c and g are presented.

Gene	Organism	GenBank Accession	Forward (5' to 3')	Reverse (5' to 3')
Actb	Mus musculus	NM_007393	GTGACGTTGACATCCGTAAAGA	GCCGGACTCATCGTACTCC
Rock2	Mus musculus	NM_009072	GGTTTACAGATGAAAGCGGAAGA	GTGATGCCTTATGACGAACCAA
Tgfb1	Mus musculus	NM_011577	CCACCTGCAAGACCATCGAC	CTGGCGAGCCTTAGTTTGGAC
Pai1	Mus musculus	NM_008871	TCTGGGAAAGGGTTCACTTTACC	GACACGCCATAGGGAGAGAAG
Acta2	Mus musculus	NM_007392	CCCAGACATCAGGGAGTAATGG	TCTATCGGATACTTCAGCGTCA
Fn1	Mus musculus	NM_010233	ATGTGGACCCCTCCTGATAGT	GCCCAGTGATTCAGCAAAGG
Rgs2	Mus musculus	NM_009061	GAGAAAATGAAGCGGACACTCT	GCAGCCAGCCCATATTTACTG

Supplementary Table 1: Primer sequences.

# Supplementary material for: Deletion of podocyte Rho-associated, coiled-coil-containing protein kinase 2 protects mice from focal segmental glomerulosclerosis
**Source:** Commun Biol. 2024 Apr 2;7:402. doi: 10.1038/s42003-024-06127-3
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: Numerical source data for graphs in the manuscript.

# Supplementary material for: Deletion of podocyte Rho-associated, coiled-coil-containing protein kinase 2 protects mice from focal segmental glomerulosclerosis
**Source:** Commun Biol. 2024 Apr 2;7:402. doi: 10.1038/s42003-024-06127-3
**Supplement:** Supplementary file 5 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection N/A

Data analysis Histological findings were quantified by the ImageJ software program (National Institutes of Health, Bethesda, MD).

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

RNA-Seq data are available at <https://doi.org/10.6084/m9.figshare.23276111.v1>

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size The sample size was determined based on literature.

Data exclusions No data were excluded from the analysis.

Replication The measures were described in figure legends.

Randomization Mice were randomly divided into experimental groups.

Blinding For each animal, different investigators were involved. An investigator administered ADR or SLx-2119. This investigator was the only person aware of the treatment group allocation. Other investigators were unaware of the treatment.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involvement in the study                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involvement in the study                        |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

Antibodies used Anti-ROCK2 antibody (#ab71598; Abcam, Cambridge, UK)  
Anti-nephrin antibody (#BP5030; OriGene, Rockville, MD)  
Wilms' tumor 1 (WT1) antibody (#ab89901; Abcam)

## Validation

Antibody validation information is available on the manufacturer's website.

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                 |
|-------------------------------------------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | Conditionally immortalized murine podocytes (E11)                                                                                                                                               |
| Authentication                                                    | A conditionally immortalized murine podocyte cell line (E11) was obtained from Cell Line Services, but was not further authenticated after purchase.                                            |
| Mycoplasma contamination                                          | Mycoplasma-free E11 podocytes were propagated in 10 U/mL murine interferon- $\gamma$ at 33°C and then differentiated by culture for 10-14 days at 37°C in the absence of interferon- $\gamma$ . |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No cell lines used in this study were found in the database of commonly misidentified cell lines that is maintained by ICLAC and NCBI BioSample.                                                |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                  |
|-------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | In the first set of experiments, 8-week-old C57BL male mice are used. In the second set of experiments, 6-week-old male C57BL/6J mice were used as described in methods section. |
| Wild animals            | N/A                                                                                                                                                                              |
| Reporting on sex        | Only male mice were used for our studies to reduce variability in weight gain and metabolism due to gender.                                                                      |
| Field-collected samples | N/A                                                                                                                                                                              |
| Ethics oversight        | Studies dealing with animal use were conducted under protocols approved by the Committee on Ethical Animal Care and Use of the Jikei University School of Medicine.              |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

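RNA from E11 podocytes treated with vehicle (DMSO) or SLx-2119 was sequenced on an Illumina NovaSeq instrument, 1 library per condition. The authors deposited 1 table with the read count of each gene in each library as whole numbers, together with FPKM, TPM and log2 normalized values, and with a signed fold change, an average log2 expression and unadjusted and adjusted p-values for SLx-2119 over vehicle. The submitters' processing notes name HISAT2 and mm10; the tool that counted the reads, the annotation and the use of strand are not given in the sources used here. The deposited log2 values equal log2 of TMM-scaled CPM plus 1, with a largest difference of 1.89e-08. Every gene listed has at least 1 count in each library, and Cdh13, Nphs1 and Nphs2, which have no row, were not analysed here. Because the counting may not separate overlapping genes, antisense genes and near-identical copies, such genes are reported as uncertain.

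The deposited counts were used for all main values. Library sizes were scaled with edgeR 4.0.16 (TMM) in R 4.3.3. The ratio of the scaled counts, its log2 and an exact 95% Clopper-Pearson interval were computed with scipy 1.17.1 and numpy 2.4.6 in Python 3.11.15 for genes with at least 10 counts in the sum of both libraries. A gene was called at least 2-fold higher or lower when the ratio passed 2-fold and the interval excluded no change. The depth of 45651109 and 45907964 counts gives narrow intervals for abundant genes and wide ones for genes such as Mef2b with 2 and 73 counts. No replicate test was possible with 1 library per condition, and the intervals leave out the spread between cultures. PCR copies cannot be told from separate molecules in these counts.

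On simulated data with counting noise, the rule recovered 100 of 100 genes changed 4-fold and 99 of 100 changed 2.5-fold, all with at least 100 counts, and called 73 of 16690 unchanged genes. When unchanged genes were simulated with an assumed biological coefficient of variation between cultures, it called 142 of 16903 at 0.1, 504 of 16886 at 0.2 and 3969 of 16833 at 0.4. A further simulation of lists used counting noise only and members with an expected count of at least 50 with vehicle. A list of 30 genes raised 1.3-fold had its median at percentile 100 of random lists. An unchanged list of 30 lay at percentile 8.61. Spread between cultures was left out, so these percentiles do not show how far it moves a list.

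The 30 gene lists were fixed before the data were examined. The genes that the paper names and those drawn in Fig. 4k were taken from the paper, the histone list is a set of symbol patterns, and the others were written from memory. Also fixed then were the rule for calls, the rule for named genes and most of the alternatives. For each list the median log2 fold change of the measured members was set against 10000 random lists of the same size drawn from all tested genes in 25 bins of mean expression. The genes that random lists are drawn from were not fixed beforehand: an earlier draft drew them from protein-coding genes, and the use of all tested genes was chosen after the values were seen. The named genes are those the paper names, those drawn in Fig. 4k, the 10 highest and 10 lowest log2 fold changes among genes with at least 100 counts and an interval excluding no change, the 4 members past the rule with the largest change in each list, and all members past the rule in the lists of cyclic nucleotide signaling and the RGS family. Genes overlapping a named gene were named after the values were seen. Coordinates and overlaps come from the RefSeq annotation of GRCm38, the same build as mm10, which held 18437 of the 18487 gene identifiers.

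The alternatives were total counts without TMM, DESeq2 1.42.0 size factors, minimums of 1 and 50 counts, a stricter interval, no interval, thresholds of 1.5-fold and 4-fold, a prior count of 2, edgeR's exact test with assumed coefficients of 0.1, 0.2 and 0.4, and the authors' FPKM, TPM, fold changes and p-values. The adjusted counts at the thresholds of the Fig. 4 legend, the lists under assumed coefficients, the calls without overlapping genes, the calls among protein-coding genes and Rgs2 relative to Actb were added after the data were seen. Random lists of protein-coding genes, as in the earlier draft, are kept as an alternative. The adjustment used statsmodels 0.14.6, the tables pandas 2.3.3 and the plots matplotlib 3.10.9.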

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

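The lists below are not discussed in the paper, and the median or number of calls of each lay beyond the 1st or 99th percentile of random lists in these 2 libraries; all tests of explanations were chosen after these values were seen.

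Target genes of SRF and its cofactor MRTF, which respond to actin assembly downstream of Rho kinases, were lower in the SLx-2119 library. The median log2 fold change of 30 members was −0.61 (95% counting interval −0.66 to −0.57), 29 members were below 0 and 5 were at least 2-fold lower, among them Acta2, Myl9, Tagln and Ccn1. With an assumed coefficient of variation of 0.4, 1 member was called lower, as in 3.43% of random lists. Reads shared among actin genes and pseudogenes are argued against as the whole cause, since the 27 members that are not actin genes had a median of −0.58, below all 10000 random lists. A trend with gene length or GC content is argued against too, since the median was −0.64 after its removal. A difference between the 2 samples unrelated to the inhibitor cannot be told apart from an effect of SLx-2119 with 1 library per condition. An effect of SLx-2119 may be put forward only as a hypothesis.

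Genes of the unfolded protein and integrated stress responses were higher, with a median of 0.61 (0.57 to 0.67) over 28 members. Trib3, Sdf2l1, Calr and Hspa5, the last an endoplasmic reticulum chaperone, were among the 7 at least 2-fold higher, at 1.66, 1.39, 1.37 and 1.31, and 0 were at least 2-fold lower. A trend with gene length or GC content is argued against, since the median was 0.64 after its removal. A difference between the 2 samples unrelated to the inhibitor cannot be told apart from an effect of SLx-2119, again with 1 library per condition. No member passed the exact test with an assumed coefficient of variation of 0.4.

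The CREB targets had a median log2 fold change of 0.29, above all the random lists. This list shares Rgs2, Pde10a, Pde4d and Pde4b with the lists of cyclic nucleotide signaling, and the paper does discuss Rgs2. Interferon-stimulated genes had a median of 0.28, with 6 of 58 at least 2-fold higher, including Ccl5 (3 and 20 counts), Rsad2 (5 and 33 counts), Cxcl10 and Oas2 (6 and 21 counts). Among interferon-stimulated genes with at least 50 counts 3 were higher, as many as in 1.28% of random lists, and 3 were called with an assumed coefficient of 0.4. The list of cholesterol synthesis genes, which also holds the LDL receptor gene Ldlr, had a median of −0.23 over 22 members. Ldlr, not itself a synthesis gene, was the only member past the rule, at −1.30 (−1.45 to −1.15). Cell cycle genes of S to M phase had a median of −0.18, with 54 of 54 below 0 and 0 at least 2-fold lower. With total counts 49 of the 54 were below 0, and with DESeq2 size factors 53. YAP/TAZ targets had a median of −0.19 over 23 members, of which Ccn1, also among the lower SRF-MRTF targets, was at least 2-fold lower. Markers of parietal epithelial cells had a median of −0.25 over 9 members, and targets of p53 one of −0.085 over 43, with 0 calls in either list.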

How the results depend on the processing

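No paired analysis was possible because each condition has 1 library, and leaving out a replicate was not run for the same reason. Tests of calls without overlapping genes, among protein-coding genes, at the legend's thresholds, of Rgs2 relative to Actb (2.97) and of lists under assumed coefficients were chosen after the data were seen. None of the 381 alternative values of named genes changed sign for a called gene; 29 lay outside the main counting interval, the largest moves being those of Gm28913 and Pde4d with the authors' FPKM and TPM. Of 540 alternative values of lists, 495 stayed within the interval of the median or within 1.5 times the count. The depth limits genes of low count: 401 of the 549 called genes had fewer than 100 counts.

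The 319 higher and 230 lower genes became 158 and 89 with at least 50 counts, 155 and 83 with the stricter interval, 552 and 446 by fold change alone, 644 and 530 at 1.5-fold, 69 and 48 at 4-fold, 204 and 153 without overlapping genes, and 181 and 121 among protein-coding genes. Each of these follows from the construction of the rule or the genes kept. With an assumed coefficient of 0.2 the lower genes numbered 145, and with 0.4 the higher and lower genes numbered 39 and 20. At the legend's thresholds, 28 and 14 genes became 11 and 6 with a coefficient of 0.2, and 0 and 0 with 0.4.

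Total counts without TMM moved medians by a constant shift, to 0.037 for cGMP-PKG, −0.047 for cAMP, −0.038 for Rho and ROCK, −0.57 for SRF targets, −0.14 for YAP targets, −0.24 for fibrosis genes, −0.060 for podocyte markers, −0.20 for tubule markers, −0.14 for cell cycle genes, −0.041 for p53 targets, −0.0081 for apoptosis genes, 0.12 for antigen presentation, −0.028 for calcium and smooth muscle genes, 0.034 for hypoxia genes, 0.036 for AHR and NRF2 targets and 0.016 for the genes the paper names, whose median was −0.22 with at least 50 counts. With at least 50 counts, the lower cyclic nucleotide enzymes became 0, the higher interferon-stimulated genes 3, the higher and lower cytokines 2 and 1, the higher calcium genes 1 and the higher hypoxia genes 1. With a coefficient of 0.2, lower podocyte markers became 0 and lower cytokines 1. With 0.4, lower genes became 1 for cGMP-PKG, cAMP, SRF targets, fibrosis and calcium genes, and 0 for the RGS family, Rho and ROCK, YAP targets, podocyte markers, cytokines, cholesterol synthesis and the network of Fig. 4k. Higher genes then became 5 for CREB targets, 3 for interferon-stimulated genes, 1 for calcium genes, and 0 for podocyte markers, PPAR targets, hypoxia genes, the unfolded protein response and AHR and NRF2 targets. The cause of the changes with 0.2 and 0.4 is the wider assumed spread. The lists past the 1st or 99th percentile were the same with random lists of protein-coding genes.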

Differences from the paper's values

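The Fig. 4 legend names a log fold change over 2, without its base, and an adjusted p under 0.05. The base is taken here as 2. The paper's numbers are 412 upregulated and 239 downregulated mRNAs. At these thresholds 28 genes were higher and 14 lower here by edgeR's exact test with an assumed biological coefficient of variation of 0.1, a count added after the values were seen. The coefficients of 0.2 and 0.4 gave 11 and 6, and 0 and 0, so that neither came within 1.5 times the paper's numbers.

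At the thresholds of the paper's text, a fold change over 2 and a p under 0.05, the main rule used a counting interval in place of a p and gave 319 higher and 230 lower genes, within 1.5 times the paper's 412 and 239. The paper's numbers are of mRNAs, whereas those here include lncRNAs, 116 higher and 77 lower, and pseudogenes. Among protein-coding genes 181 were higher and 121 lower, which is not within 1.5 times. Without overlapping genes the numbers were 204 and 153, also outside; both counts were chosen after seeing the values. Of the settings fixed before the data were examined, total counts, DESeq2 size factors, a minimum of 1 count, an assumed coefficient of 0.1 and the authors' deposited fold changes and p-values also came within 1.5 times of both. Fold change alone did so for the higher genes (552) but not for the lower (446). A minimum of 50 counts, the stricter interval, the 1.5-fold and 4-fold thresholds and the coefficients of 0.2 and 0.4 did not. The coefficient of 0.1 without a minimum count, chosen after seeing the values, gave 317 and 198. No setting gave the paper's exact numbers.

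On the scale of the paper's quantitative PCR, relative to β-actin, the paper's Rgs2 fold is 4.54 ± 0.942 (SD, from Supplementary Data 1), and here Rgs2 relative to Actb was 7.83-fold higher, a value computed after the values were seen. Its 95% counting interval of 4.98 to 12.8 overlaps the range of the paper's mean and SD and leaves out the spread between cultures. Library scaling cancels in this ratio, so that total counts and DESeq2 size factors cannot test it; a prior count of 2 (7.38) and the authors' TPM and FPKM (8.03) also differ from the paper's by over 1.5 times, on the same counts. The ratio scaled by library size, 4.14, was within 1.5 times the paper's. Whether the podocytes of Fig. 4e were stimulated with ADR, as the paper states for the sequenced ones, is not given.

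The paper's figure places several pathways rich in histone genes at the top of its enrichment analysis. That enrichment was not rerun. Of 37 replication-dependent histone genes measured here, 0 were at least 2-fold higher and 0 lower, with a median log2 fold change of 0.31 (95% counting interval 0.067 to 0.49). Random lists of the same size and expression held a mean of 1.64 higher and 1.27 lower genes, so 0 calls decide little. The median lay at percentile 98.2 of the random medians. Counts were low: 26 of the 37 had fewer than 50, and the median of the other 11 was 0.10, at percentile 73.0. By the ratio alone, 4 members were past 2-fold higher and 2 past 2-fold lower, with intervals that include no change.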

Other observations

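Profibrotic and matrix genes were lower in the SLx-2119 library. Of 56 measured, 4 were at least 2-fold lower and 0 higher, with a median log2 fold change of −0.29 (95% counting interval −0.33 to −0.25), below all 10000 random lists. With an assumed coefficient of variation of 0.4, 1 was called lower, as in 4.57% of random lists. The 4 were Acta2, Tagln, Ccn1 and Tgfb3, the last at −1.04 (−1.11 to −0.98). Acta2, Tagln and Ccn1 are also among the lower SRF-MRTF targets, so the 2 lists are not separate results. Of the 56 genes, 51 were below 0 and 5 above it. The paper reports lower profibrotic transcripts in kidneys of SLx-2119-treated mice (Fig. 3i), a tissue not measured here. In the podocyte libraries Serpine1, which encodes plasminogen activator inhibitor, was at −0.69 (−0.74 to −0.64), Tgfb1 at −0.25 (−0.33 to −0.16) and Fn1, which encodes fibronectin, at −0.23 (−0.24 to −0.22). These ratios are scaled by library size, whereas the paper's values in Fig. 3i are relative to β-actin. Actb, at −0.92, was lower than Serpine1, Tgfb1 and Fn1, so relative to Actb these genes were not lower. Acta2, at −1.96, was lower on either scale.

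Of 49 podocyte markers listed 36 were measured. Nphs1, Nphs2, Tcf21, Ptpro, Kirrel2 and Robo2 are among those without a row, so the median of the list leaves them out. Of these 36, 1 was at least 2-fold higher, the transcription factor gene Mafb at 1.47 (0.88 to 2.10), with 32 and 92 counts. The collagen gene Col4a3 was at least 2-fold lower, at −1.09 (−1.91 to −0.30), with 43 and 21 counts. The median of the 36 was −0.10 (−0.13 to −0.074), at percentile 1.72 of random lists, with 26 of 36 below 0. With an assumed coefficient of 0.4 neither Mafb nor Col4a3 was called. Wt1 had 16 and 28 counts, and the interval of its log2 fold change of 0.76 ran from −0.18 to 1.74. Markers of mesangial, endothelial, tubule and immune cells had 0 calls, with medians of −0.20 over 7 genes, −0.14 over 7, −0.24 over 7 and −0.13 over 4. Of 13 measured genes of the network in Fig. 4k, Rgs2 was higher and Ccl17 lower at −1.09 (−1.33 to −0.85), with a median of 0.095; Cdh13 was not analysed here. Among 25 cytokines and chemokines 4 were higher, including Il11 (6 and 49 counts), and 2 lower, including Ccl7 (24 and 9 counts). Cxcl10 and Ccl5, also among the higher ones, are shared with the higher interferon-stimulated genes. Calcium and smooth muscle genes had 2 higher and 3 lower of 54, the higher ones being Bdkrb2, also in the cGMP-PKG list, and Prkch (8 and 25 counts). Of 44 genes of the Rho and ROCK pathway, Myl9, also a lower SRF-MRTF target, alone passed the rule, and the median was −0.082. Of 33 apoptosis genes 0 passed, with a median of −0.052, and of 21 antigen presentation genes 0 passed, with a median of 0.079. Targets of PPARα had 2 higher of 19, Acot2 at 1.16 and Cpt1b at 1.62, although Cpt1b overlaps Gm44502 and the counts of both together fell from 508 to 263, with an interval from −1.22 to −0.78. Higher genes also included hypoxia and glycolysis genes, 2 of 27, Aldoc (5 and 23 counts) and Hk2. Of the targets of AHR and NRF2 1 of 16 was higher, Slc7a11, which is also among the higher stress response genes. Of 13 measured genes that the paper names, Rgs2 was higher and Acta2 lower, with a median of −0.028.

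The paper's quantitative PCR was normalized to β-actin. Actb had 75046 counts with vehicle and 41111 with SLx-2119, a log2 fold change of −0.92 (−0.94 to −0.90). Gapdh was at −0.11 (−0.14 to −0.083).

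Whether reads divided differently among overlapping genes may account for calls was tested after the values were seen. Of 549 called genes, 192 overlap another counted gene, 35.0% against 37.3% for genes of the same expression, and 45 of them have an overlapping gene that differs in the opposite direction. For 40 of the 192, the gene's difference in counts is large enough to show in its partners beyond counting error, and 6 of these had such a partner, against a mean of 6.69 in random draws of partners (as many in 69.6%), which argues against this explanation as the whole cause for these 40 as a set. For the other 152 the partners are too abundant to show it, so that the share of random draws with as many, 90.5%, decides nothing, and divided reads cannot be told apart from a change in the gene. The summed counts of single loci, chosen after their values were seen, do not decide either where they lie near 0, since a gene of few counts beside an abundant one gives this too. For Cpt1b and Gm44502 together the sum was lower, as noted above, and for Fdx2 the sign reversed, from 1.27 to −0.36 (−0.52 to −0.19).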
